A study of Homo sapiens with 20 samples. Its data were reported in "Two Secreted Proteoglycans, Activators of Urothelial Cell–Cell Adhesion, Negatively Contribute to Bladder Cancer Initiation and Progression" (2020).

How the data were processed

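RNA of 12 samples of 5637 bladder cancer cells and 8 samples of T-REx 293 cells had been labelled as cRNA and hybridised to Affymetrix HG-U133 Plus 2.0 arrays, 1 array per sample. Per the labels the authors computed MAS5 signals, and the deposited values are linear intensity values per probe set, between 0.0574 and 70748. Every array had the same 2% trimmed mean, as MAS5 scaling gives, and the arrays had not been quantile normalized. The version and other settings of MAS5 are not given in the sources used here. Since all arrays are scaled to 1 trimmed mean, a change of total RNA per cell leaves no trace in the values, and a few very bright genes that change can shift all others slightly.

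Samples were grouped by the sample titles into 10 groups of 2 arrays. Both siPRELP samples carry siPRELP in title, source and description and siOMD in 1 characteristic, and were grouped by title. No label says whether the 2 arrays of a group came from separate cultures, so p-values measure the spread between these samples, which may be technical. Replicate arrays had Spearman correlations of 0.910 to 0.937 across probe sets, and at most 2 identical values, so all were counted as separate samples.

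The 62 control probe sets were set aside, and used only as measures of labelling, hybridization and RNA integrity. Of the 54675 probe sets 41091 name 1 gene in the platform annotation, 1801 name several and 11721 are unnamed there, and only the first kind was used for genes. Symbols were updated through gene identifiers to a RefSeq table of assembly GRCh38.p14, which held 19735 of the 19775 genes. A gene was represented by its probe set with the highest mean log2 signal over the 20 arrays, and was tested in a cell line where that signal exceeded the array median on at least 2 arrays of the line, which gave 13716 genes in 5637 cells and 13535 in T-REx 293 cells. OMD and PRELP were tested at each of their probe sets. For these 2 genes the probe set brightest where the gene was overexpressed is plotted, a rule chosen after the values were seen. Among called genes with several probe sets, another probe set was called in the opposite direction for 5 of 661 with siOMD, 39 of 1320 with siPRELP, 149 of 2790 with OMD and 144 of 2808 with PRELP overexpression.

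Values were tested as log2(signal + 1) with limma 3.58.1 in R 4.3.3, with 1 mean per group, an intensity trend in the variance prior and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. The fits left 6 residual degrees of freedom for the 12 arrays of 5637 cells and 4 for the 8 of T-REx 293 cells. A log2 difference understates the change of dim genes because of the added 1. Each treatment was compared with the mean of its 2 control groups (siEGFP and siFFLuc of its own set, or mock and CAT), and the control groups with each other. The steps were tested on simulated data with known changes, where 2-fold changes were recovered for 68.7% of changed genes in the siOMD comparison, 65.7% for siPRELP, 67.2% for OMD and 65.7% for PRELP overexpression, 55.2% and 61.2% for siEGFP against siFFLuc in the OMD and PRELP siRNA sets, 62.7% for CAT against mock and 65.7% for PRELP against OMD overexpression.

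The comparisons, the alternatives, the gene lists and the rule for named genes were fixed before the data were examined. By that rule the text names genes from the 12 largest increases and 12 largest decreases among called genes whose treated arrays both lay on 1 side of all 4 control arrays, OMD and PRELP, up to 4 members of each list with the smallest p, shared or opposite genes with the smallest adjusted p, and for a direct difference between treatments the 5 smallest p in each direction. The 27 lists were tight junction, adherens junction and desmosome, epithelial markers, mesenchymal and EMT markers, TGF-beta response, EGF and ERK early response, Wnt target genes, insulin-like growth factor and AKT, proliferation, DNA replication, p53 target genes, NF-kB target genes, interferon response, unfolded protein response, heat shock response, hypoxia and glycolysis, cholesterol synthesis, small leucine-rich proteoglycans, urothelial markers, apoptosis regulators, histones, cytosolic ribosomal proteins, mitochondrial respiratory chain, RNA interference machinery, fibroblast markers, leukocyte markers, and genes the study named from these arrays. Each list was tested with camera at a preset correlation of 0.01 between genes and again with an estimated correlation. Only the early response list in both overexpressions passed with the estimated correlation among the 4 treatment comparisons.

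Alternatives were quantile normalization, median centring, a pseudocount of 16, no filter or a filter at the 60th percentile, the mean of all probe sets of a gene, no intensity trend, other sets of arrays in the fit, either control alone, the controls as 1 group, an additive model of siRNA and set, the replicate number as a block, other thresholds, and leaving out each array in turn. Each main count was also taken over genes called against both controls singly, an alternative chosen after seeing the data. The unnamed probe sets and those naming several genes were left out of the gene counts because no single gene can be assigned.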

Results

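Gene expression was measured on 20 Affymetrix arrays of human cell lines, 12 of 5637 bladder cancer cells and 8 of T-REx 293 cells, a derivative of HEK293 cells that carries the tetracycline repressor. OMD (osteomodulin) and PRELP are secreted small leucine-rich proteoglycans of the extracellular matrix. The 5637 cells were harvested 24 hours after transfection with siRNA, in an OMD siRNA set (siOMD with the control siRNAs siEGFP and siFFLuc) and a PRELP siRNA set (siPRELP with the same 2 control siRNAs). The T-REx 293 cells were mock controls, cells expressing CAT (the bacterial chloramphenicol acetyltransferase, a control protein), and cells overexpressing OMD or PRELP. Each of the 10 groups had 2 arrays. The median signal of an array lay between 47.0 and 63.1 in the 5637 cells and between 70.0 and 88.0 in the T-REx 293 cells, and the small number of arrays limits the precision of each value. For the siPRELP arrays the sample title, source and description name siPRELP while 1 characteristic names siOMD, so direction for these arrays rests on the titles.

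The first question was whether the arrays registered the targeted genes. In T-REx 293 cells OMD was far higher where it was overexpressed. The array holds 2 probe sets for OMD and 3 for PRELP, and for each gene the one brightest where the gene was overexpressed is called its main probe set. The main OMD probe set read 378 and 470 on the 2 OMD overexpression arrays against 1.69 to 20.1 on the 4 control arrays (log2 difference 5.22, SE 1.10, adjusted p = 0.00521). Since the control signals lay below the array medians, this was at least 5.47-fold over the median level. The main PRELP probe set read 220 and 377 with PRELP overexpression against 19.0 to 79.5 in the controls (log2 difference 2.93, SE 0.79, adjusted p = 0.0174), at least 3.75-fold over the median level. The PRELP call was lost with the 4 control arrays as 1 group (adjusted p = 0.0741), without an intensity trend (adjusted p = 0.0861) and without PRELP overexpression replicate 1 or 2 (adjusted p = 0.152 and 0.0717), and the OMD call without OMD overexpression replicate 1 or 2 (adjusted p = 0.0941 and 0.0873), which leaves 1 array of the group. The remaining probe sets did not register the overexpression: the other OMD probe set differed by -0.066 (SE 1.99, adjusted p = 0.985) with OMD, and of the other PRELP probe sets the brighter differed by 0.16 (SE 0.35, adjusted p = 0.770) and the dimmer by -0.32 (SE 3.56, adjusted p = 0.959) with PRELP. In 5637 cells the main OMD probe set read 3.55 and 8.36 with siOMD against 5.95 to 37.1 with control siRNAs (log2 difference -1.80, SE 1.92, adjusted p = 0.701), and the main PRELP probe set read 7.05 and 14.5 with siPRELP against 3.64 to 6.56 (log2 difference 0.82, SE 1.46, adjusted p = 0.788). The brighter of the other PRELP probe sets, which lay above the array median in 5637 cells, differed by -0.15 with siPRELP (SE 0.36, adjusted p = 0.846). Depletion of OMD or PRELP was therefore not detectable at these signal levels, and the arrays do not check the siRNA labels. The study states that it checked the altered expression of both genes by RT-PCR before profiling, a measurement not analysed here.

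**Figure D1:**
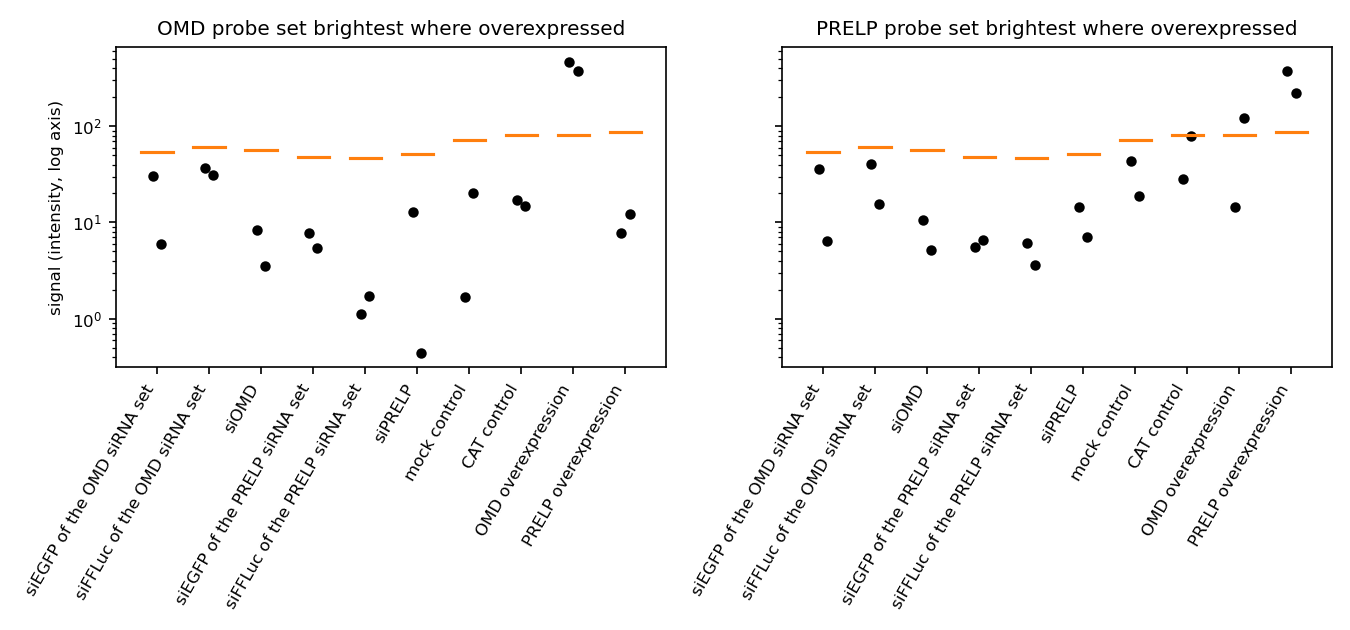
Signal (intensity, log axis) of the main OMD and the main PRELP probe set on each of the 20 arrays, by group, with 1 point per array and the mean array median of each group as a horizontal line. OMD reads 378 and 470 and PRELP 220 and 377 where each is overexpressed, and both lie below the array medians in the 5637 cells.

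Treatment with siOMD raised and lowered individual genes in 5637 cells. IVL (involucrin, a cornified envelope protein) was 3.01-fold higher than with the control siRNAs (log2 difference 1.59, SE 0.27, adjusted p = 0.00387, signal 590 against 199, n = 2 and 4). GRHL3, a transcription factor of epidermal differentiation, was 2.15-fold higher (log2 difference 1.10, SE 0.17, adjusted p = 0.00163), RASSF10 2.25-fold and IL6R, the interleukin 6 receptor, 2.10-fold. The decreases were larger and more frequent. MYBL1, a transcription factor of the MYB family, fell by 2.28 on the log2 scale (SE 0.16, adjusted p = 4.55e-06, signal 295 against 1454). PRRG4 fell by 2.12 (SE 0.14, adjusted p = 3.19e-06, signal 972 against 4242). Of the probe sets tested, 1 of 3 was called lower for MYBL1 and 2 of 2 for PRRG4. The largest differences included genes that were dim in 1 of the groups, such as GFI1 (log2 difference 3.05, signal 92.5 against 12.9), SFTA1P (-3.17, 4.46 against 54.4) and ZNF248 (-2.87, 7.33 against 59.6). Of 13716 genes tested, 996 changed (384 higher and 612 lower), and at least 2-fold changes numbered 15 higher and 61 lower.

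The gene groups of the siOMD comparison moved little. In the tight junction list 2 of 33 genes rose and 5 fell, or 3 and 6 adjusted over the list alone, and the list had no shift as a whole (adjusted p = 0.562). NECTIN3, a cell adhesion molecule, fell by 0.62 (SE 0.09, adjusted p = 0.00172), PRKCI, the atypical protein kinase C of the polarity complex, fell by 0.50 (SE 0.08, adjusted p = 0.00198) and PALS1 fell by 0.28, while CLDN7 rose by 0.29 (0.15 against siEGFP alone). In the TGF-beta list 4 of 29 genes rose and 4 fell (4 and 5 adjusted over the list alone, adjusted p = 0.939), with the list test pointing down and the median (0.058) and mean (0.015) up. TGFBR2, the type II TGF-beta receptor, fell by 0.89 (SE 0.07, adjusted p = 1.40e-05), the YAP and TGF-beta target CCN2 fell by 1.05 (SE 0.10, adjusted p = 6.34e-05) and SKI fell by 0.81, while ID3 rose by 0.69 (SE 0.09, adjusted p = 0.000514). In the proliferation list 6 of 30 genes fell and 1 rose (11 and 1 adjusted over the list alone), among them PRC1 (-0.44), NDC80 (-0.38), ASPM (-0.33) and AURKA (-0.28, but 0.0097 as the mean of its probe sets). That list shifted down at adjusted p = 4.71e-05 with the preset correlation between genes, and had adjusted p = 0.884 with an estimated correlation. Cytosolic ribosomal protein genes (1 of 37 lower, 0 adjusted over the list alone, median -0.15) and respiratory chain genes (4 of 34 lower, also 4 adjusted over the list alone, COX7C -0.82) shifted down at adjusted p = 9.88e-08 and 0.00183, and each had adjusted p = 0.884 with an estimated correlation. Between the control siRNAs of the same set ribosomal protein genes had a median of -0.16 with 0 of 37 called (also 0 adjusted over the list alone), at adjusted p = 3.38e-05 and adjusted p = 0.709 with an estimated correlation. Of 24 epithelial markers 3 rose and 2 fell (4 and 4 adjusted over the list alone, adjusted p = 0.868, mean 0.032 but median -0.026), none of 25 adherens junction and desmosome genes passed (0 adjusted over the list alone, adjusted p = 0.868), and 5 of 25 mesenchymal markers fell with 1 higher (6 and 2 adjusted over the list alone, adjusted p = 0.318). The fit was limma's linear model over the 12 arrays of 5637 cells. The count was 381 without siOMD replicate 1, 431 without siOMD replicate 2, 572 and 607 without siEGFP replicate 1 or 2, 602 with median centring, 467 with the mean of all probe sets, 502 without an intensity trend and 1535 with the arrays of the set alone, and 387 genes were called in the same direction against siEGFP and siFFLuc each taken alone.

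With siPRELP most changes of at least 2-fold were decreases. CDK1, the mitotic cyclin-dependent kinase, fell by 1.78 on the log2 scale (SE 0.07, adjusted p = 8.25e-09, signal 2174 against 7524, n = 2 and 4). POLR3G, a subunit of RNA polymerase III, fell by 2.83 (SE 0.10, adjusted p = 3.37e-09, signal 143 against 1026), and the endoplasmic reticulum protein gene REEP3 fell by 2.70 (SE 0.09, adjusted p = 3.37e-09, signal 593 against 3860). GPKOW (-3.64, SE 0.26, signal 67.4 against 763) and ENPP4 (-2.60) were lower too. FABP4, a fatty acid-binding protein, was 6.56-fold higher (log2 difference 2.71, SE 0.25, adjusted p = 1.32e-05, signal 1267 against 201), and B3GNT4 (2.06), PDE3B (2.40) and SLC6A17 (2.32) rose from dim levels. Of 13716 genes 1942 changed, 976 higher and 966 lower, and at least 2-fold changes numbered 40 higher and 176 lower. Median centring of the arrays made that split 279 higher and 1116 lower of 1395, so the even split of small changes depends on the scaling.

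With siPRELP 8 of 33 tight junction genes fell and 1 rose (8 and 4 adjusted over the list alone), and the list had no shift past the threshold (adjusted p = 0.0522, and adjusted p = 0.292 with an estimated correlation). OCLN (occludin) fell by 1.27 (SE 0.11, adjusted p = 8.48e-06, signal 631 against 1536), CLDN1 fell by 0.47 (SE 0.05, adjusted p = 6.09e-05), NECTIN3 fell by 0.50 (SE 0.09, adjusted p = 0.00342) and TJP1, which encodes ZO-1, fell by 0.58 (SE 0.08, adjusted p = 0.000562, signal 4222 against 6327). Proliferation genes had 5 of 30 lower and 0 higher (5 and 0 adjusted over the list alone), with MELK (-0.85), HMMR (-0.47) and CCNB2 (-0.40) beside CDK1, at adjusted p = 0.0412 and adjusted p = 0.680 with an estimated correlation. Of 28 DNA replication genes 10 rose and 3 fell (14 and 3 adjusted over the list alone), at adjusted p = 0.0361 and adjusted p = 0.292 with an estimated correlation. CCNE1 rose by 0.88 (SE 0.08, adjusted p = 1.34e-05) and RRM2 by 0.42, while GINS1 fell by 0.87 and CCNE2 fell by 0.64. Of 22 NF-kB target genes 5 fell and 0 rose (5 and 1 adjusted over the list alone, adjusted p = 0.0522), with ICAM1 at -1.40 (SE 0.18, adjusted p = 0.000244), NFKB2 at -0.88 and RELB at -0.60. Of 29 TGF-beta response genes 1 rose and 6 fell (also 1 and 6 adjusted over the list alone, adjusted p = 0.958, the test pointing down and the median of 0.11 and mean of 0.011 up), and of 28 EGF and ERK early response genes 6 rose and 1 fell (also 6 and 1 adjusted over the list alone, adjusted p = 0.213). Mesenchymal markers had 7 of 25 higher and 2 lower (8 and 2 adjusted over the list alone, adjusted p = 0.166), with SNAI2 (0.39) and TNC (0.40, but -0.012 as the mean of its probe sets) higher and CCN2 (-0.78) lower. Of 8 fibroblast markers 4 rose (also 4 adjusted over the list alone, adjusted p = 0.213), namely COL1A1 (0.69), FBN1 (0.66), FAP (0.60) and THY1 (0.37). In the RNA interference list 3 of 14 genes fell and 0 rose (4 and 1 adjusted over the list alone, adjusted p = 0.261, mean -0.085 but median 0.0058), namely TNRC6A (-0.92), DICER1 (-0.58) and TNRC6B (-0.57). Ribosomal protein genes shifted up with no member called (0 adjusted over the list alone, median 0.13), at adjusted p = 0.0192 and adjusted p = 0.905 with an estimated correlation, the opposite sign to siOMD. Between the control siRNAs of the same set their median was -0.064 with 0 of 37 called (also 0 adjusted over the list alone), at adjusted p = 0.00111 and adjusted p = 0.982 with an estimated correlation. The count of changed genes was 1057 without siPRELP replicate 1, 895 without replicate 2, 984 with the mean of all probe sets and 1143 with the arrays of the set alone, and 1032 were called in the same direction against each control siRNA alone.

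Some genes fell with both siRNAs. RAB8B, a small GTPase, fell by 1.98 with siOMD and fell by 1.65 with siPRELP (adjusted p = 2.19e-07 and 1.88e-07), as did MOCS2 (-1.41 and -2.12) and the cytoskeletal adducin ADD3 (-1.36 and -0.95). IRF2BPL (0.79 and 0.88), the metalloproteinase MMP10 (0.81 and 0.66, with siOMD 0.41 against siEGFP alone) and GJB2, which encodes connexin 26, (0.58 and 0.63) rose with both. In all 109 genes were higher with both and 155 lower with both, where independent lists would share 27.3 and 43.1. Together these 264 genes became 108 without either siOMD array, 154 and 141 without siPRELP replicate 1 or 2, 151 and 162 without siEGFP replicate 1 or 2 of the OMD siRNA set, 151 with median centring, 122 without an intensity trend and 97 with the mean of all probe sets. The opposite combinations held 41 genes (27.0) and 44 genes (43.5), and the log2 differences had a Pearson correlation of 0.11 across genes, which are not independent replicates. The effects of the 2 siRNAs differed by a direct test in 1124 genes (535 with the higher value for siPRELP). Mitochondrial ribosomal MRPL19 fell by 2.08 with siOMD and stood at 0.13 with siPRELP (difference 2.21, SE 0.12, adjusted p = 4.42e-07), and MAPK6 (-1.50 and -0.34) and PPIL3 (-1.39 and -0.032) went likewise. TMED5 (-0.16 with siOMD and -2.13 with siPRELP, difference -1.97, SE 0.08, adjusted p = 1.40e-07), the death receptor gene TNFRSF21 (-0.038 and -1.86) and POLR3G (0.077 and -2.83) went the other way. Median centring gave 192 and 622 in place of the split of 535 and 589, and the count was 697 without siOMD replicate 1, 699 without siPRELP replicate 2, 579 with the mean of all probe sets and 704 without an intensity trend. The 2 siRNA sets also differed in their control arrays, which were 4 against 4: 6947 genes differed between the sets, and the ACTB 3' to 5' signal ratio, a measure of RNA integrity, was 1.10 ± 0.02 in the OMD siRNA set and 1.35 ± 0.03 in the PRELP siRNA set (SD, n = 6 each). The GAPDH 3' to 5' ratio overlapped between the sets. Its group means were 0.96 to 1.01 in the OMD siRNA set and 0.96 to 0.98 in the PRELP siRNA set. The poly-A labelling controls averaged 10.60 ± 0.14 log2 in the OMD siRNA set and 11.30 ± 0.11 in the PRELP siRNA set (SD, n = 6 each). The sample titles also begin with a different number in each set. Each siRNA was compared within its own set.

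The control siRNAs gave the background for these counts. Between siEGFP and siFFLuc in the OMD siRNA set 179 genes differed (108 higher with siEGFP and 71 lower), and in the PRELP siRNA set 2 genes differed, BTBD2 (-3.43, SE 0.33, adjusted p = 0.00285) and CHST5 (-3.91, SE 0.52, adjusted p = 0.0390), with 424 genes at an unadjusted p under 0.05. In the OMD siRNA set the chemokine genes CXCL3 (1.65, SE 0.17, adjusted p = 0.00104) and CXCL6 (1.44), the growth factor gene HBEGF (1.31) and the squamous gene SPRR3 (1.31) were higher with siEGFP, genes chosen after their values were seen. NF-kB target genes shifted up there (4 of 22 higher, 5 and 1 lower adjusted over the list alone), at adjusted p = 3.16e-05 and adjusted p = 0.0565 with an estimated correlation. In the same comparison histones (2 of 12 higher, 6 adjusted over the list alone, adjusted p = 3.16e-05), proliferation genes (0 of 30, also 0 adjusted over the list alone, adjusted p = 0.00366) and unfolded protein response genes (0 of 25, 1 higher adjusted over the list alone, adjusted p = 0.00706) shifted up and ribosomal protein genes shifted down (0 of 37, also 0 adjusted over the list alone, median -0.16, adjusted p = 3.38e-05). These had adjusted p = 0.316, 0.565, 0.316 and 0.709 with an estimated correlation. In the PRELP siRNA set ribosomal protein genes also shifted down (0 of 37, also 0 adjusted over the list alone, median -0.064), at adjusted p = 0.00111 and adjusted p = 0.982 with an estimated correlation. The OMD siRNA set's count was 6 to 54 without any 1 array of that set or of siPRELP and 567 to 667 without any 1 control array of the PRELP siRNA set, 24 with the mean of all probe sets, 11 without an intensity trend and 685 with the replicate block, and median centring gave 513 higher and 34 lower.

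**Figure D2:**
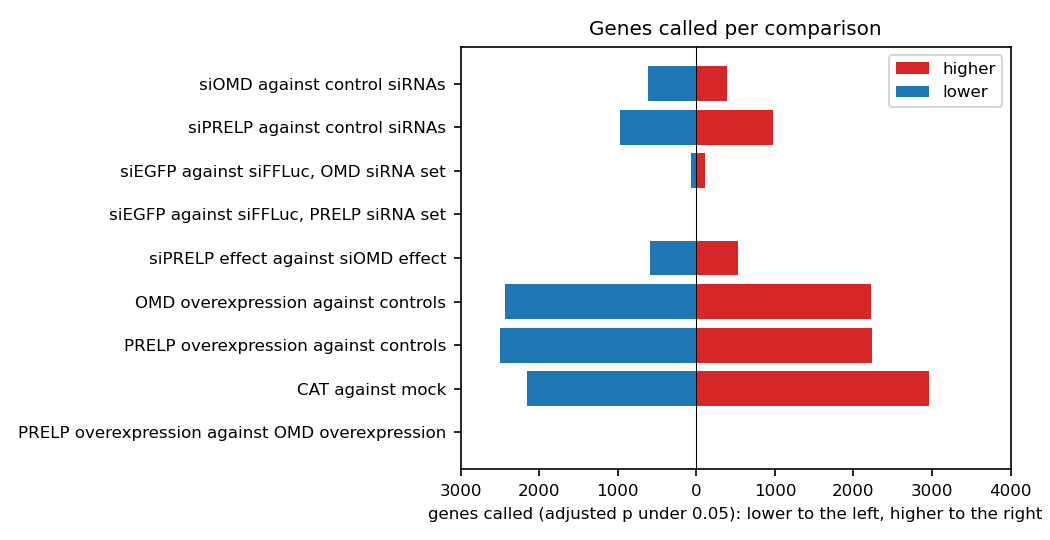
Number of genes called at an adjusted p under 0.05 (limma) in the comparisons of treatments and of controls within a set, with genes lower in the first-named group to the left and genes higher to the right. The CAT control against the mock control (5128) is the longest bar drawn, above OMD (4662) and PRELP (4732) overexpression, while the 2 overexpressions differ from each other in 18 genes.

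Overexpression of OMD in T-REx 293 cells went with a strong rise of immediate early genes. FOS read 825 against 70.1 in the controls (log2 difference 3.54, SE 0.17, adjusted p = 5.07e-07, n = 2 and 4), where the array medians averaged 72.3 for mock and 80.3 for CAT, so the size of the FOS difference is uncertain. EGR1 was 5.50-fold higher (log2 difference 2.46, SE 0.08, adjusted p = 3.87e-08, signal 5459 against 1022), with the FOS family gene FOSB at 4.12 from a dim level, JUNB at 1.14, IER2 at 0.92 and IER3 at 0.89. The stress-inducible GADD45B rose by 2.42 (SE 0.08, adjusted p = 3.87e-08), the small MAF factor MAFF by 2.32 and PPP1R15A, a phosphatase subunit of the stress response, by 1.58. EGR1 lay 2.82 above the mock control and 2.10 above the CAT control, GADD45B 2.04 and 2.79, and MAFF 2.44 and 2.21. In the EGF and ERK early response list 21 of 29 genes rose and 1 fell (22 and 1 adjusted over the list alone), at adjusted p = 7.34e-11 and adjusted p = 0.0372 with an estimated correlation. CGA (2.64) and the splicing factor gene SRRM2 (2.62) were also higher. GPR3 (2.71) and CD14 (2.84, signal 113 against 21.7) rose from dim levels. MME (-3.77, signal 7.72 against 105), ITPKA (-3.35), DTNB (-3.05), IL18R1 (-2.95) and IDNK (-2.64) were lower. Their signals with OMD overexpression (7.72 for MME to 29.6 for IDNK) lay below the array medians of that group, which averaged 80.3. The sizes of these decreases are therefore uncertain.

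The overexpression arrays also stood apart from the control arrays in their spike-ins, which is a measured difference beside every gene group of these cells. The poly-A labelling controls averaged 9.14 ± 0.18 log2 on the 4 overexpression arrays and 9.85 ± 0.09 on the 4 control arrays (difference -0.71, exact two-sided permutation p = 0.0286, the smallest that 70 splits can give). The hybridization controls were 0.54 log2 higher (11.87 ± 0.14 against 11.33 ± 0.15) and the GAPDH 3' to 5' ratio was 1.16 ± 0.01 against 1.02 ± 0.04, each with exact p = 0.0286, while the ACTB ratio was 1.27 ± 0.05 against 1.26 ± 0.06 (exact p = 0.857). No array of either kind overlapped the other in the first 3 measures, so a difference in handling and the overexpression itself cannot be told apart on these arrays.

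**Figure D3:**
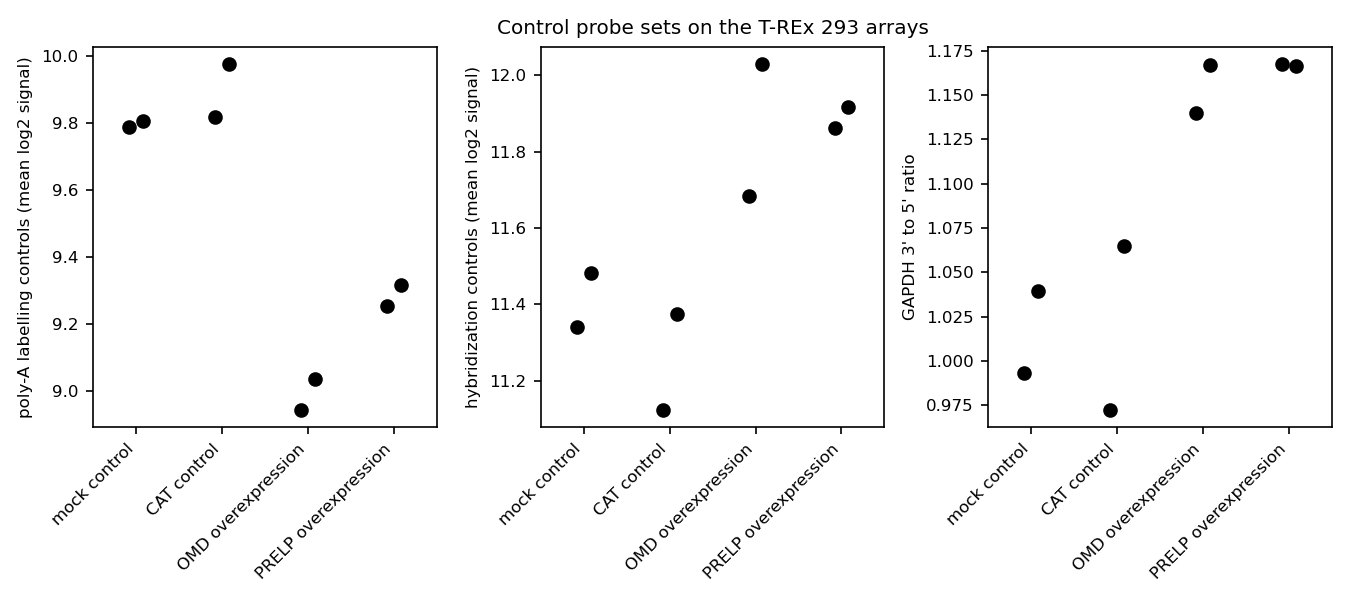
Mean log2 signal of the poly-A labelling controls, mean log2 signal of the hybridization controls, and GAPDH 3' to 5' ratio on the 8 arrays of T-REx 293 cells, 1 point per array. The 4 overexpression arrays lie below all control arrays in the poly-A controls (9.14 against 9.85 on average) and above them in the other panels.

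With OMD overexpression 4662 of 13535 genes changed (2227 higher and 2435 lower), at least 2-fold in 148 and 315, and median centring of the arrays made the split 1502 and 2911. The count was 2917 without OMD overexpression replicate 2 and 2817 with the mean of all probe sets. Ribosomal protein genes had 20 of 37 higher and 2 lower (23 and 2 adjusted over the list alone), with RPS16 (0.57), RPS18 (0.57) and RPS19 (0.53) higher and RPS25 (-0.37) lower, at adjusted p = 2.24e-05 and adjusted p = 0.661 with an estimated correlation. Their median difference was 0.32, and their mean difference of 0.29 became -0.065 after quantile normalization. TGF-beta response genes had 13 of 28 higher and 2 lower (also 13 and 2 adjusted over the list alone), at adjusted p = 0.00194 and adjusted p = 0.486 with an estimated correlation, but their leading members depended on the control. ID1 was 1.47 higher than the mean of the controls and -0.22 against the mock control, ID3 1.41 and -0.033, and CCN2 1.18 and -0.97. Tight junction genes went both ways (6 of 32 higher, 6 lower, also 6 and 6 adjusted over the list alone, adjusted p = 0.637). The adhesion receptor CXADR fell by 0.76 (SE 0.07, adjusted p = 1.95e-05, -0.76 against each control alone), while NECTIN2 (0.43, SE 0.07, 0.28 against mock), CLDN15 (0.49) and SYMPK (0.50) rose. Among 23 adherens junction and desmosome genes 5 rose and 9 fell (5 and 10 adjusted over the list alone, adjusted p = 0.729). CTNNB1, which encodes beta-catenin, stood at 0.84 (SE 0.09, adjusted p = 5.11e-05). Of its 3 probe sets tested, 1 was called higher and 0 lower, with OMD and also with PRELP overexpression. CDH1, which encodes E-cadherin, stood at -1.23 (-0.50 against mock, -1.96 against CAT). Mesenchymal markers had 4 of 26 higher and 9 lower (also 4 and 9 adjusted over the list alone, adjusted p = 0.260), led by MMP2 (-1.37), ACTA2 (-0.96) and LOX (-0.95), which stood at -0.39, -0.017 and -0.49 against mock. Of 16 genes that the study named from these arrays 9 rose and 2 fell (11 and 2 adjusted over the list alone). The list had adjusted p = 0.0127, and adjusted p = 0.486 with an estimated correlation. This is not independent evidence because the list was chosen on these samples. The list did not pass with PRELP overexpression (6 rose and 3 fell, adjusted p = 0.153). It did not pass with siOMD (0 and 2, adjusted p = 0.948) or siPRELP (2 and 4, adjusted p = 0.660) either.

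Overexpression of PRELP also went with higher immediate early genes. FOS read 717 against 70.1 in the controls (log2 difference 3.34, SE 0.17, adjusted p = 7.93e-07, n = 2 and 4), with the same limit on its size. EGR1 was 5.83-fold higher (log2 difference 2.54, SE 0.08, adjusted p = 2.68e-08) and GADD45B 5.98-fold (2.58, SE 0.08), with FOSB at 4.15, MAFF at 2.46, IER3 at 1.15 and IER2 at 0.90. EGR1 lay 2.90 above mock and 2.18 above CAT. TCEAL7 was 7.04-fold higher (2.81, SE 0.14, adjusted p = 6.30e-07, signal 1580 against 237) and the muscle protein gene SMPX rose by 3.57 from a dim level (2.23 against CAT alone). DNAJC15, a mitochondrial co-chaperone, fell by 4.03 (SE 0.45, adjusted p = 7.03e-05, signal 21.6 against 313). The Wnt inhibitor APCDD1 fell by 2.92 (SE 0.26, adjusted p = 2.01e-05), and AMOT (-3.77), HBQ1 (-3.17) and ALOX12B (-3.10) were also lower. All of these read below the array medians with PRELP overexpression (9.04 for AMOT to 37.5 for HBQ1, medians averaging 86.5). The sizes of these decreases are therefore uncertain. In the EGF and ERK early response list 20 of 29 genes rose and 1 fell (21 and 1 adjusted over the list alone), at adjusted p = 1.23e-11 and adjusted p = 0.0326 with an estimated correlation.

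With PRELP overexpression 4732 genes changed (2239 higher and 2493 lower), at least 2-fold in 181 and 286, and median centring made the split 984 and 4159. The count was 3039 without PRELP overexpression replicate 2 and 2861 with the mean of all probe sets. Of 13 NF-kB target genes 5 rose and 0 fell (also 5 and 0 adjusted over the list alone), with SOD2 at 1.01 (SE 0.17, adjusted p = 0.000983), RELB at 0.87 (0.56 against CAT alone) and NFKBIA at 0.31 (0.19), at adjusted p = 0.0252 and adjusted p = 0.405 with an estimated correlation. TGF-beta response genes had 11 of 28 higher and 4 lower (13 and 4 adjusted over the list alone), at adjusted p = 0.0460 and adjusted p = 0.405 with an estimated correlation, with KLF10 at 0.88 (0.24 against CAT alone) and with ID1 (1.25) and ID3 (1.32) standing at -0.44 and -0.12 against mock. Ribosomal protein genes had 23 of 37 higher and 1 lower (28 and 2 adjusted over the list alone), with RPS16 at 0.54. RPL27 stood at 0.43. The list had adjusted p = 7.81e-06, and adjusted p = 0.593 with an estimated correlation. Its median was 0.37, and quantile normalization turned its mean of 0.31 to -0.036. Tight junction genes had 4 of 32 higher and 10 lower (also 4 and 10 adjusted over the list alone, adjusted p = 0.551), with CXADR at -0.56 (SE 0.07, adjusted p = 0.000102), AMOTL1 at -0.45 (-0.25 against mock) and PRKCI at -0.36 (-0.17) lower and CLDN15 at 0.45 higher, and CLDN7 at -3.09 to a dim level (signal 9.19 against 99.0, -2.03 against mock). Adherens junction and desmosome genes had 6 of 23 higher and 12 lower (6 and 13 adjusted over the list alone, adjusted p = 0.173), with CTNNB1 at 0.83, PERP at 0.58 (0.33 against mock) and ABLIM1 at -0.67. Mesenchymal markers had 3 of 26 higher and 13 lower (4 and 13 adjusted over the list alone, adjusted p = 0.149), with ACTA2 (-0.92) and FN1 (-0.78) at 0.018 and 0.10 against mock.

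The labels give mock and CAT controls, and these differed from each other in more genes than either overexpression did from their mean. CAT against mock gave 5128 genes (2967 higher and 2161 lower), at least 2-fold in 810 and 145, and median centring made the split 1935 and 3218. With the mean of all probe sets the count was 3167. CCN2 fell by 4.29 (SE 0.23, adjusted p = 6.95e-07), and ID1 (-3.38, SE 0.09), ID3 (-2.88, SE 0.08) and the smooth muscle gene TAGLN (-2.55) were also lower, while IL32 (5.04, SE 1.16) and ALOX5 (3.80, SE 0.96) rose, genes chosen after their values were seen. Of 23 p53 target genes 15 rose and 2 fell (16 and 2 adjusted over the list alone), among them SESN2 (1.65), DDB2 (1.37) and CDKN1A (0.92), at adjusted p = 0.00132 and adjusted p = 0.170 with an estimated correlation. Of 15 heat shock genes 1 rose and 9 fell (1 and 10 adjusted over the list alone), among them HSPH1 (-1.18) and DNAJA1 (-1.07), at adjusted p = 5.88e-05 and adjusted p = 0.170 with an estimated correlation. TGF-beta response genes (5 of 28 higher, 12 lower) and proliferation genes (5 of 30 higher, 13 lower), with the same counts adjusted over the list alone, shifted down at adjusted p = 0.0170 each, and had adjusted p = 0.408 and adjusted p = 0.230 with an estimated correlation. With the 4 control arrays as 1 group, so that this difference enters the spread, 621 genes changed with OMD and 789 with PRELP, and 1703 and 1866 genes were called in the same direction against mock and CAT each taken alone.

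**Figure D4:**
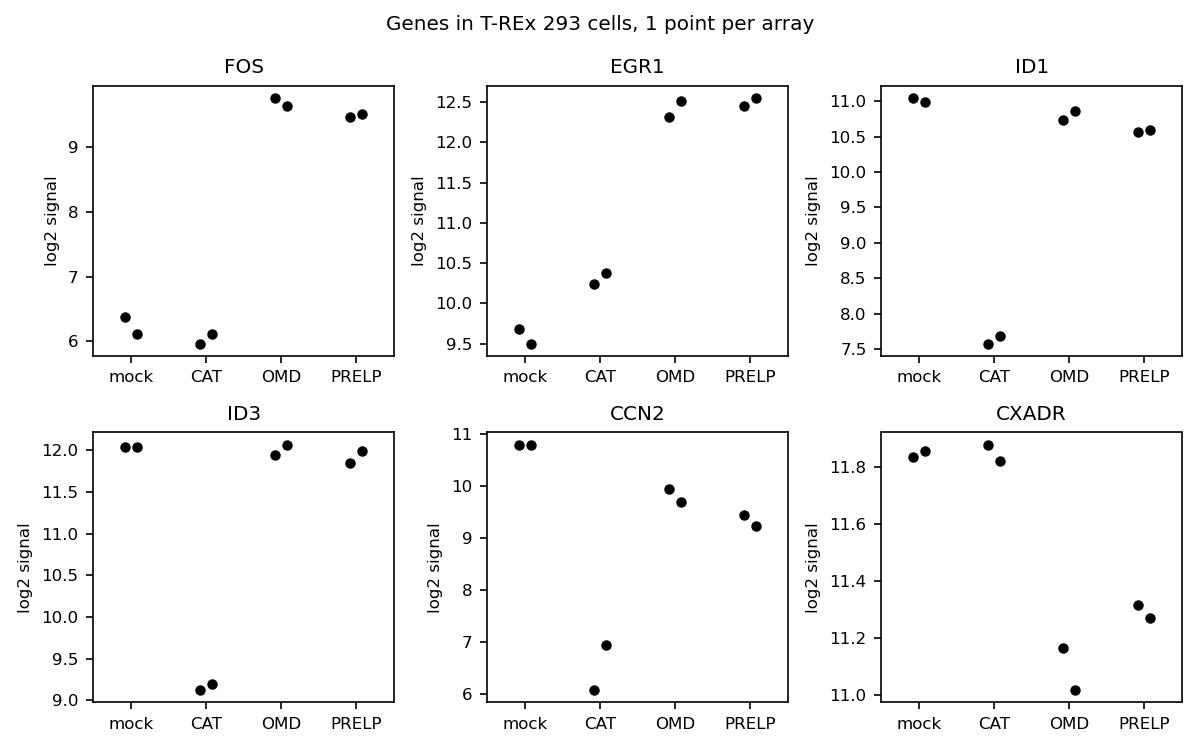
Log2 signal of FOS, EGR1, ID1, ID3, CCN2 and CXADR on the 8 arrays of T-REx 293 cells, 1 point per array, for the mock control, the CAT control, OMD overexpression and PRELP overexpression. FOS and EGR1 lie above and CXADR below both controls where OMD or PRELP is overexpressed, while ID1, ID3 and CCN2 are low in the CAT control (ID1 at -3.38 log2 against mock).

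Many genes changed in both overexpressions. EGR1 (2.46 and 2.54), GADD45B (2.42 and 2.58), MAFF (2.32 and 2.46) and the cyclin-dependent kinase regulator SERTAD1 (1.95 and 2.18) rose in both, and the mitochondrial IDH2 (-1.40 and -1.63), the protease gene ADAMTS1 (-1.40 and -1.19) and CBS, an enzyme of sulfur metabolism, (-1.28 and -1.25) fell in both. Against mock alone the decreases were smaller, at -0.68 and -0.91 for IDH2, -0.67 and -0.46 for ADAMTS1 and -0.40 and -0.37 for CBS. In all 1635 genes were higher in both and 1709 lower in both, where independent lists would share 368 and 449, and 7 went opposite ways. With the mean of all probe sets 1888 genes were shared. With the controls split, so that OMD was compared with mock and PRELP with CAT or the reverse, 747 or 779 were higher in both, 766 or 820 lower in both, and 371 or 340 opposite. The log2 differences had a Pearson correlation of 0.70 and a covariance of 0.199 across genes. Noise between arrays alone was simulated for unchanged groups with shared controls, without the difference between mock and CAT. It gave a mean correlation of 0.33, a mean covariance of 0.0263 and 0 genes called in both. With the controls split the correlations were 0.26 and 0.27 and the covariances 0.0964 and 0.0995.

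Compared directly, PRELP and OMD overexpression differed in 18 genes, 12 higher with PRELP and 6 with OMD. OMD itself was not among them. Yet its main probe set read 378 and 470 with OMD and 7.82 and 12.1 with PRELP overexpression. By the rule of the highest mean signal, PRELP was represented by a probe set that did not register its overexpression. The 18 genes are therefore not a full list of differences. TCEAL7 was 1.59 higher with PRELP (SE 0.16, adjusted p = 0.0114), followed by the annexin ANXA1 (0.62), the kinetochore gene CENPK (0.61), the prefoldin subunit PFDN4 (0.67) and SNHG19 (0.54), each at adjusted p = 0.0381. Lower with PRELP than with OMD were WNT5B (-1.31, SE 0.18), APCDD1 (-2.14, SE 0.30), the Notch target HEY1 at -0.57, RAC2 at -0.95 and FBXL14 at -0.56. APCDD1 read 35.7 with PRELP overexpression, below the array medians of that group, which averaged 86.5. The size of its difference is therefore uncertain. None of the 27 gene lists separated the 2 overexpressions at an adjusted p of 0.05, the early response list having adjusted p = 0.693. The smallest was adjusted p = 0.0870 for adherens junction and desmosome genes (adjusted p = 0.755 with an estimated correlation). Of its 23 genes 0 were higher and 5 lower with PRELP adjusted over the list alone. Of 13 NF-kB target genes 3 were higher and 0 lower adjusted over the list alone (adjusted p = 0.693). With limma 2018 genes had an unadjusted p under 0.05. The count was 0 without PRELP overexpression replicate 2, 1 without PRELP replicate 1 or any 1 control array, 9 and 29 without OMD replicate 2 or 1, 0 with the mean of all probe sets of a gene, 0 without an intensity trend, 1 with no filter, 98 with the replicate block and 62 with all 20 arrays in the fit, and median centring gave 1 gene higher and 22 lower with PRELP.

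The study's design also asks whether genes moved in opposite directions on depletion and overexpression. With OMD the heat shock co-chaperone DNAJB1 rose by 0.70 on overexpression (0.20 against mock and 1.20 against CAT) and fell by 0.62 with siOMD, PLK2 rose by 0.64 and fell by 0.49, and CALD1, which encodes caldesmon, fell by 0.52 and rose by 0.41. With PRELP CCNE2 rose by 0.61 and fell by 0.64 with siPRELP, MTRF1L rose by 0.75 and fell by 1.01, and CCNE1 fell by 0.58 (-0.38 against CAT alone) and rose by 0.88. For OMD 124 genes were higher on overexpression and lower with siOMD (independent lists would share 101) and 82 the reverse (63.1), while 64 and 124 went the same way up and down (61.6 and 103). For PRELP 199 and 228 genes went opposite ways (164 and 171) and 185 and 211 the same way (162 and 173). In the mismatched pairs, OMD overexpression with siPRELP had 184 and 237 genes going opposite ways (163 and 166) and 167 and 208 the same way (162 and 167), and PRELP overexpression with siOMD had 125 and 75 going opposite ways (101 and 65.2) and 65 and 122 the same way (61.6 and 107). The opposite genes of the matched pairs together, 206 for OMD and 427 for PRELP, became 98 and 178 with median centring, 76 and 174 with the mean of all probe sets, and 64 and 215 without an intensity trend. They became 345 and 254 with the arrays of 1 siRNA set alone. Without siOMD replicate 1 or 2 those of OMD became 83 and 126, without siEGFP replicate 1 or 2 of the OMD siRNA set 114 and 124, and without OMD replicate 2 121. Without siPRELP replicate 1 or 2 those of PRELP became 213 and 202. Across the 12378 genes tested in both lines the Pearson correlations were -0.043 for OMD and -0.00063 for PRELP. TJP1 and the nectins are given because the study names them. TJP1 was 0.29 higher with OMD (SE 0.06, adjusted p = 0.00460, 0.14 against mock) and 0.27 with PRELP (SE 0.06, adjusted p = 0.00673, 0.12 against mock), lower by -0.58 with siPRELP and at 0.085 with siOMD (SE 0.08, adjusted p = 0.634). NECTIN2 rose in both overexpressions (0.43 and 0.22, but 0.28 and 0.071 against mock) and stood at -0.0063 with siOMD and -0.051 with siPRELP. NECTIN3 fell with both siRNAs. NECTIN1 rose with siPRELP (0.56, SE 0.14, adjusted p = 0.0197) but stood at -0.086 as the mean of its probe sets. With OMD and PRELP overexpression NECTIN1 stood at 0.13 and 0.31 (adjusted p = 0.685 and 0.281). Against mock alone it stood at 0.37 and 0.56, and against CAT alone at -0.12 and 0.068. NECTIN4 stood at -0.27 and -0.13 in these overexpressions (adjusted p = 0.628 and 0.814). The 2 controls differed in NECTIN4, which was 2.10 higher in CAT than in mock (limma adjusted p = 0.00346). With OMD overexpression NECTIN4 was therefore 0.78 against mock alone and -1.32 against CAT alone, so its direction depended on the control.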

Values the study reported

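The study reported that 107 genes were activated in common by OMD overexpression and PRELP overexpression. It also reported that 139 genes were suppressed by what it calls double depletion. The study lists only separate depletions of OMD and PRELP in these cells, and no sample here received both siRNAs. It counted 304 genes of a cancer category affected by altered OMD and 388 affected by altered PRELP.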

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

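The shared-control covariance, the poly-A controls, the response shared by both siRNAs and the difference between the sets in their control siRNAs were tests chosen after the results were seen; the other tests that weigh an explanation were chosen before.

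OMD and PRELP overexpression shared 1635 higher and 1709 lower genes. The covariance of their log2 differences was 0.199, against at most 0.0293 over 100 simulations of unchanged groups with shared controls. This argues against noise between the control arrays as the whole cause. The simulations held no difference between mock and CAT, so they do not test that difference. With separate controls, where the difference between mock and CAT enters the comparisons with opposite signs, the covariance was 0.0964 and 0.0995, and the lower correlation across genes was 0.262 (0.222 at the lowest with 1 array left out), which argues against a change set by 1 control group alone. Processing of the overexpression arrays apart from the control arrays may also contribute: their poly-A controls lay at -0.71 (exact permutation p = 0.0286) and their hybridization controls, which the comparisons do not use, 0.54 log2 higher. This separation follows the groups, so it cannot be told apart from a shared response of the cells to a secreted proteoglycan, which was not tested.

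With both siRNAs decreases of at least 2-fold exceeded increases, 61 to 15 with siOMD and 176 to 40 with siPRELP. Noise of dim probe sets would lose the excess in bright genes, but among the 6858 brighter genes 28 fell and 1 rose at least 2-fold with siOMD, a ratio of 28 that rests on a single increase, and 106 fell and 6 rose with siPRELP, a ratio of 17.7. Of the 61 genes at least 2-fold lower with siOMD 16 were also called lower with siPRELP, 26.2%. The exact 95% interval, which takes genes as independent, was 15.8 to 39.1%. Calls with siPRELP recovered 65.7% of simulated 2-fold changes, so even a fully shared response would be called in part. The share argues against a response to any targeting siRNA as the whole cause. A partly shared response remains open: 155 genes were lower with both, where independent lists would share 43.1. Direct effects of each siRNA on other transcripts could give an excess of decreases. They remain open beside an effect of depletion, because no siRNA sequence was used here.

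The difference between siEGFP and siFFLuc was not the same in both sets: 5 genes differed in it by a direct test, CXCL2 (-1.10, SE 0.097, adjusted p = 0.000987), SPRR3, BTBD2, SPRR2B and CXCL3, named after their values were seen (1 gene with the mean of all probe sets or without an intensity trend, 18 with the replicate block). A split of the PRELP set's control arrays by replicate number could widen the spread and hide calls there, but with the number as a block that set had 4 calls against 685 in the OMD siRNA set. Over the 179 genes called in the OMD siRNA set the differences correlated at 0.209 between the sets (95% interval 0.0314 to 0.377), and over all genes at -0.020, so a small difference between the control siRNAs common to both sets remains open.

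The effects of siPRELP and siOMD differed by a direct test in 1124 genes (697 without siOMD replicate 1, 699 without siPRELP replicate 2, 579 with the mean of all probe sets, 704 without an intensity trend). Probe sets that name no single gene, which the gene comparisons do not use, also held calls. These were 164 of 5513 with siOMD, 342 of 5513 with siPRELP, 1040 of 4890 with OMD and 1114 of 4890 with PRELP overexpression.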

How the results depend on the processing

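Counting only genes called in 1 direction against each control alone was an alternative chosen after seeing the data; the difference between the sets in their control siRNAs was also a later result. Of 3804 values of named genes under the planned settings 3329 kept direction and side of the threshold, 452 lost their call, 1 gained one and 22 reversed, and with 1 array left out 2426 of 2668 were kept, 238 lost their call and 4 reversed. Of 366 list values 318 were kept, 39 weakened, 2 strengthened and 7 reversed, and with 1 array left out 244 of 264 were kept, 17 weakened and 3 reversed. Where no cause is given, the cause was not tested. The number of arrays limits precision, and differences of dim probe sets carry large errors, as for the main OMD and PRELP probe sets in 5637 cells (SE 1.92 and 1.46).

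Against mock alone OMD overexpression had 3076 genes and 7 lists. Values turned there for ACTA2 (0.018) and FN1 (0.10) with PRELP. With OMD they turned for ASS1 (0.38), CCN2 (-0.97) and NECTIN4 (0.78). With OMD and PRELP they turned for ID1 (-0.22 and -0.44), ID3 (-0.033 and -0.12), DNAJA1 (-0.049 and -0.055) and the adherens junction list (0.10 and 0.00814). Against siEGFP alone NECTIN2 was 0.013 with siOMD. Against siFFLuc alone NECTIN1 was -0.22 and the TGF-beta list -0.00317 with siOMD, and with siPRELP NECTIN2 was 0.0057, the brighter of the other PRELP probe sets 0.019 and 0 lists passed. With the 4 controls as 1 group 621 and 789 genes passed with OMD and PRELP overexpression, because the difference between mock and CAT enters the spread, and the main PRELP probe set (2.93) lost its call. Genes called against each control alone numbered 387 with siOMD, 1032 with siPRELP, 1703 with OMD and 1866 with PRELP. The additive model gave 5 lists with siPRELP, and the estimated correlation 0, 0, 1 and 1 lists. At least 2-fold changes numbered 76, 216, 463 and 467, and an adjusted p of 0.1 gave 1574 genes with siOMD.

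Median centring gave 602 genes with siOMD, 547 (513 higher, 34 lower) for siEGFP against siFFLuc in the OMD siRNA set, 151 genes shared by the siRNAs, 98 and 178 opposite genes for OMD and PRELP, 1 list with siPRELP and 7 with PRELP overexpression, the TGF-beta list at -0.088 with siPRELP, NECTIN2 at 0.00124 with siOMD and the brighter of the other PRELP probe sets at -0.021 with PRELP overexpression. It moved the median of all genes from 0.01 to -0.17 with PRELP overexpression, 0.08 to -0.07 for CAT against mock and -0.04 to 0.11 for siEGFP against siFFLuc in the OMD siRNA set. Quantile normalization gave 393 genes for that comparison, 1 list with siOMD and ribosomal list means of -0.065 and -0.036 with OMD and PRELP. The mean of all probe sets, which mixes bright and dim probe sets, gave 467 genes with siOMD, 984 with siPRELP, 579 for their difference, 24 and 1 for the control siRNAs and 1 for their difference, 2817 and 2861 with OMD and PRELP, 3167 for CAT, 0 for PRELP against OMD, 9 lists with PRELP, 97 and 1888 shared genes and 76 and 174 opposite genes. It turned AURKA (0.00965, siOMD), CARD14 (0.21), TNC (-0.012), NECTIN1 (-0.086), P4HA1 (0.021) and the TGF-beta list (-0.014) with siPRELP, and CADM1 (0.48), MMP2 (0.67) and COL4A5 (0.39) with PRELP. Without an intensity trend counts were 502 with siOMD, 704 for the difference of the siRNAs, 11 for siEGFP against siFFLuc in the OMD siRNA set and 1 for its difference between sets, 0 for PRELP against OMD, 122 shared and 64 and 215 opposite genes and 0 lists with siPRELP, and the main PRELP probe set (2.93) lost its call. No filter gave 116 and 1 genes for the control siRNAs, 1 for PRELP against OMD and 6 lists with siPRELP; the 60th percentile gave 1 gene for the control siRNAs of the PRELP siRNA set and 1 list with siPRELP; a pseudocount of 16 gave 0 there. Fits to the arrays of 1 set gave 1535 genes with siOMD, 1143 with siPRELP, 1095 and 0 for the control siRNAs and 345 and 254 opposite genes, and all 20 arrays gave 524 for the control siRNAs of the OMD siRNA set and 62 for PRELP against OMD.

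No label says that replicate numbers pair the samples, and 2 numbers per group cannot settle it: deviations of same-numbered arrays correlated between -0.048 and 0.079 over all genes, and between -0.15 and 0.61 over bright genes, a gene set chosen after seeing the data. With the replicate block 98 genes differed between PRELP and OMD overexpression, 685 and 4 between the control siRNAs of the OMD and PRELP siRNA sets and 18 in their difference, and the other counts moved by less than 1.5 times.

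With 1 array left out a group of 1 array is assumed to vary like the others. Counts ranged from 381 (without siOMD replicate 1) to 1193 with siOMD, 895 (without siPRELP replicate 2) to 1961 with siPRELP, 697 (without siOMD replicate 1) to 1210 for their difference, 6 (without siEGFP replicate 2) to 667 for the control siRNAs of the OMD siRNA set, 1 to 7 in the PRELP siRNA set, 2917 (without OMD replicate 2) to 4627 with OMD, 3039 (without PRELP replicate 2) to 4866 with PRELP, 3671 to 5235 for CAT against mock and 0 (without PRELP replicate 2) to 29 for PRELP against OMD. Lists passing ranged from 1 to 3 with siOMD, 0 to 4 with siPRELP, 4 to 5 with OMD and 3 to 4 with PRELP. Shared genes ranged from 108 to 326 and 2387 to 2957, and opposite genes from 83 to 272 and 202 to 436. The main OMD probe set ranged from -2.34 to -1.26 with siOMD and 4.48 to 5.96 with OMD, the main PRELP probe set from 0.34 to 1.29 with siPRELP and 2.55 to 3.32 with PRELP, and the brighter of the other PRELP probe sets from -0.40 to 0.093 with siPRELP and -0.044 to 0.36 with PRELP. NECTIN2 ranged from -0.080 to 0.067 with siOMD and -0.10 to 0.0018 with siPRELP, and the TGF-beta list from -0.0032 to 0.034 with siOMD and -0.035 to 0.057 with siPRELP.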

Other observations

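No test of this part was chosen after the results were seen; the gene lists were fixed beforehand. With siPRELP 2 p53 target genes were among the strongest decreases of their list: the cyclin gene CCNG1 fell by 1.18 (SE 0.06, adjusted p = 5.59e-08) and ZMAT3 fell by 1.76 (SE 0.14, adjusted p = 4.32e-06), and ZMAT3 also fell by 0.96 with siOMD. In that list 4 of 23 genes fell and 1 rose with siPRELP (5 and 1 adjusted over the list alone, adjusted p = 0.547, median 0.094 but mean -0.094), and 1 fell with siOMD. The hexokinase gene HK2 fell by 1.05 and P4HA1 fell by 0.61 with siPRELP (0.021 as the mean of its probe sets), in a hypoxia and glycolysis list with 3 of 23 higher and 3 lower (5 and 4 adjusted over the list alone, adjusted p = 0.949, the test pointing down and the median of 0.10 and mean of 0.046 up). Among 25 genes of the insulin-like growth factor and AKT list GSK3B fell by 0.78 and FOXO3 fell by 0.63 with siPRELP (3 rose, 4 fell, 6 and 7 adjusted over the list alone, adjusted p = 0.949, the test pointing down and the median of 0.16 and mean of 0.080 up), and IGF1R, the receptor, rose by 0.57 with siOMD. Of 12 histone genes H2BC21 fell by 1.08 with siPRELP (1 also adjusted over the list alone, adjusted p = 0.0522). Apoptosis regulators had 2 of 27 higher and 5 lower with siPRELP (3 and 7 adjusted over the list alone, adjusted p = 0.0929), with the cytochrome c gene CYCS at -0.62. HMGCS1, an enzyme of cholesterol synthesis, fell by 0.92 with siPRELP and LSS fell by 0.68 with siOMD, in lists with adjusted p = 0.988 and 0.948. Of 12 Wnt target genes TNFRSF19 rose by 1.01 and BMP4 fell by 1.30 with siPRELP (-0.71 against siEGFP alone; 2 rose and 2 fell, 3 and 2 adjusted over the list alone, adjusted p = 0.893), and DKK1 fell by 0.45 with siOMD (0 rose and 2 fell, 1 and 2 adjusted over the list alone, adjusted p = 0.562). Interferon response genes had 1 of 28 higher and 2 lower with siPRELP (also 1 and 2 adjusted over the list alone, adjusted p = 0.684, median 0.014 but mean -0.070), with EIF2AK2 at 0.56. Urothelial markers had 1 of 13 lower with siOMD (1 adjusted over the list alone, adjusted p = 0.562), the transcription factor gene GATA3 at -0.30. For that list the test, the median of 0.23 and the mean of 0.17 pointed up. Of 8 small leucine-rich proteoglycan genes 0 passed with either siRNA (0 adjusted over the list alone, adjusted p = 0.809 and 0.949).

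In T-REx 293 cells DNAJC3 (1.13 with OMD, 1.31 with PRELP), CALR (0.72 and 0.78) and ATF3 (0.72 and 0.79) of the unfolded protein response rose and ASNS fell (-1.02 and -1.08). Against mock alone CALR stood at 0.15 and 0.21 and ASNS at -0.18 and -0.24, and against CAT alone ATF3 stood at 0.26 and 0.33. The list had 9 of 25 genes higher and 3 lower with OMD and 9 and 5 with PRELP (the same counts adjusted over the list alone, adjusted p = 0.250 and 0.292). Of 15 heat shock genes 7 rose and 1 fell with OMD and 8 and 3 with PRELP (8 and 1, and 9 and 3, adjusted over the list alone, adjusted p = 0.0874 and 0.0972), with DNAJB1 at 0.70 and 0.61 (0.20 and 0.11 against mock) and HSP90AA1 at 0.55 and 0.54, while DNAJA1 (0.48 and 0.48) stood at -0.049 and -0.055 against mock alone. Cholesterol synthesis genes had 7 of 18 lower and 1 higher with OMD and 9 and 1 with PRELP (the same counts adjusted over the list alone, adjusted p = 0.250 and 0.0972), with LSS at -0.56 and -0.70. CDKN1A, the p21 cell cycle inhibitor gene, rose by 0.65 and 0.82 (0.18 and 0.36 against CAT alone), in a p53 list with 4 of 23 higher and 4 lower with OMD (the same counts adjusted over the list alone, adjusted p = 0.960). The Wnt target LGR5 fell by 1.44 with OMD (adjusted p = 4.43e-06) and also fell with PRELP (adjusted p = 2.87e-06), in a list of 16 genes with 3 lower with OMD and 1 higher and 5 lower with PRELP (2, and 2 and 5, adjusted over the list alone, adjusted p = 0.652 and 0.523, medians 0.044 and 0.012 but means -0.18 and -0.34). The leukocyte list, with 2 of 9 higher in each (also 2 adjusted over the list alone, adjusted p = 0.250 and 0.0894), held CD14 and CORO1A (0.86 and 0.96). These differences stood beside the spike-in difference of -0.71 between the overexpression and control arrays.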
